A study of Homo sapiens with 3 samples. Its data were reported in "Epigenetic remodeling via HDAC6 inhibition amplifies anti-tumoral immune responses in myeloid leukemia cells" (2026).

How the data were processed

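According to the submitters, RNA was taken from K562 cells carrying Cas9 and a guide against HDAC6, sorted by fluorescence and selected as a monoclonal line. Stranded poly(A) libraries were made by the authors from 500 ng of RNA and sequenced as reads of 76 bp. The submitters list FastQC, MultiQC, STAR on hg38, featureCounts and edgeR, without versions, and state that the empty vector control libraries of an earlier submission were processed together with the knockout libraries. The log2 fold changes and the log2 CPM means are as deposited by the authors, from their edgeR fit. The F score of each gene is as deposited, from the authors' quasi-likelihood F-test in edgeR. The p-values and FDR are as deposited by the authors, and the FDR equals the Benjamini-Hochberg adjustment over all 17799 genes when recomputed, to within 1.28e-15. The filter on low expression, the scaling of libraries, the strand setting of the counting and the annotation release were not given in the sources used here. The direction of the fold change is not named in the file and was taken from the study's description of the comparison.

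The deposited F scores and p-values imply a median of 35.7 denominator degrees of freedom over the 8405 genes with an unadjusted p under 0.01. The 6 libraries in 2 groups would leave 4 residual degrees of freedom before information is shared between genes. The list of libraries in the authors' fit was not given, so how many other libraries took part is open. Only the authors' comparison table was analysed, and values per library were not analysed here. Gene IDs were matched to GENCODE 44 for symbols, gene types and GRCh38 positions, which placed 17739 of the 17799 genes (99.7%). Of these, 186 had another symbol in the file than in GENCODE 44. Values of genes with near-identical copies and of genes that overlap on opposite strands are uncertain.

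The lists, the thresholds, the rule for named genes and the alternatives were fixed before the data were examined, except where a choice is said to be later. Genes were counted as changed at the study's thresholds, FDR < 0.05 and an absolute log2 fold change above 1, and members of lists at FDR < 0.05 in either direction. The named genes are HDAC6, the genes the study followed, the 12 largest rises and 12 largest falls among changed genes with a logCPM of 3 or more, and up to 4 members of each list with the smallest FDR in each direction. Of these genes, 1 is not reported here. The 43 lists were written by hand from knowledge of the pathways and cell types, after the paper had been read. From its own RNA-seq the paper reported MAPK signaling and vesicle exocytosis higher, and aggresome formation, autophagosome formation and DNA repair lower. Lists on those themes, and lists holding genes that the paper followed, are not wholly independent of these data. Of the 43 lists, 42 had at least 5 measured members and were tested by preranked enrichment on the log2 fold change (fgsea 1.28.0). All tested genes were the background, with Benjamini-Hochberg adjustment over the lists. Other settings used cameraPR of limma 3.58.1 by ranks, with preset correlations of 0.01 and 0.05, and 10000 random lists matched on logCPM.

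Runs of shifted neighbors were sought in 9712 genes with a logCPM of 3 or more, by running medians over 25 genes in order of position. The limits were taken from 1000 shuffles of gene order over the genome, and a run needed a span of at least 10 windows between those past a limit. Genes with a logCPM of 0 to 3 inside the runs were compared with 1000 random placements of blocks of as many such genes outside the runs. A self-test used log2 fold changes shuffled over the genes. Of 20 lists raised by a log2 shift of 0.5, 15 were called, as were 10 of 20 lowered lists and 0 of 105 untouched. Shuffling removes correlation between the members of a list, so this does not bound false calls in the real values. All 5 planted runs of 100 genes were found, with 460 of their 500 genes and 2 other genes. Shorter runs were not planted. Calculations used R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.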

Results

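RNA-seq was performed on K562 cells, a BCR::ABL1-positive erythroleukemic line derived from chronic myeloid leukemia, after CRISPR-Cas9 knockout of HDAC6, a mainly cytoplasmic enzyme that removes acetyl groups from tubulin and other proteins. The authors compared 3 HDAC6-KO libraries with 3 empty vector K562 libraries from an earlier submission, to ask how loss of HDAC6 changed gene expression. The values reported here are those of the authors' deposited table, which lists 17799 genes with a log2 fold change, a mean expression as log2 CPM (logCPM) and a test. Positive values were read as higher in HDAC6-KO cells from the study's description of the comparison. Values per library were not analysed here, so no spread between replicates accompanies the values, and the depth of each library is unknown. A figure legend of the study names a single knockout clone for this comparison, so the p-values speak to the spread between libraries, which may be technical, and not to that between clones. Which libraries the authors' fit drew that spread from is not known. Because the control libraries came from another submission, library batch, clone and genotype cannot be told apart.

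HDAC6 itself (ENSG00000094631, GRCh38 chromosome X, 48801377 to 48824982, protein coding) fell in HDAC6-KO cells and was still detected. It had a log2 fold change of -0.76 at a logCPM of 6.52 in the authors' deposited table (quasi-likelihood F-test, FDR = 2.14e-18). Among the 18 histone deacetylases and sirtuins measured, 5 rose, 3 fell including HDAC6, and 10 did not pass the FDR threshold of 0.05 in the authors' deposited table. The counts were the same adjusted over the list alone. HDAC2 (log2 fold change 0.23), SIRT7 (0.33), HDAC9 (0.44) and SIRT3 (0.17) rose, and HDAC4 (-0.48) and HDAC1 (-0.09) fell in the authors' deposited table, none of them 2-fold. Of 23 genes of tubulins, other cytoskeletal proteins and HSP90 chaperones, 11 rose and 2 fell in the authors' deposited table. These counts held when adjusted over the list alone, with HSP90AB1 (0.42) and TUBB (0.32) higher and TUBB2B (-0.35) lower. Of 25 histone and tubulin acetyltransferases 9 rose and 5 fell in the authors' deposited table (the same counts adjusted over the list alone), with HAT1 (0.27) higher and NCOA3 (-0.46) lower. Preranked enrichment called none of these lists, with adjusted p-values of 1, 0.71 and 1.

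Loss of HDAC6 was accompanied by many small changes and fewer large ones. At the study's thresholds (FDR < 0.05 and an absolute log2 fold change above 1), 456 genes rose (2.56% of those tested) and 1236 fell (6.94%) in the authors' deposited table. Without the fold threshold, 4786 genes were higher and 4672 lower in the authors' deposited table, so the excess of falling genes lay among the large changes. Those were mostly genes of low expression: 223 of the rising and 597 of the falling genes had a logCPM below 0 in the authors' deposited table, and 70 and 167 had a logCPM of 3 or more. Of 3380 lncRNAs 383 fell and 68 rose, and of 12780 protein-coding genes 671 fell and 367 rose in the authors' deposited table. This difference was not tested.

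The genes with the largest rises at a logCPM of 3 or more in the authors' table were UNC13A (log2 fold change 5.05, FDR = 3.33e-31), a priming factor for vesicle fusion, the actin-like gene ACTL8 (4.44) and AIG1 (4.10). They were followed in the authors' table by SPECC1 (3.72), the laminin subunit LAMC1 (3.24) and the neuropeptide precursor VGF (3.15). Further rises in the authors' table were those of NPDC1 (3.07), the calcium-binding protein CALB1 (3.04), ENC1 (2.96), the dystrophin relative UTRN (2.60) and TMEM158 (2.54). Of the falling genes, FN1, which encodes fibronectin, had the smallest FDR of the authors' table (log2 fold change -3.86, logCPM 8.21, FDR = 6.56e-41). The receptor for granulocyte colony-stimulating factor, CSF3R, ranked next in the authors' table and fell by 2.95 (FDR = 1.72e-31). The lncRNA MEG3 (ENSG00000214548, chromosome 14, 100779410 to 100861031) fell by 9.89 and the mitochondrial glycerol-3-phosphate dehydrogenase GPD2 (chromosome 2, 156435290 to 156613735) by 9.74 on the log2 scale in the authors' table. Folds of this size depend on the small prior count that such fits add, and are not bounds. The other named genes with large falls in the authors' table were EFHD1 (-5.50), the amino acid transporter SLC38A1 (-3.81), the pluripotency-associated ZFP42 (-3.58), and the cancer-testis antigen MAGEA1 (-3.54). GGT5 (-3.52), the endothelial receptor ACVRL1 (-3.27), PSD4 (-3.20) and the organic anion transporter SLCO1A2 (-2.94) fell as well in the authors' table.

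**Figure D1:**
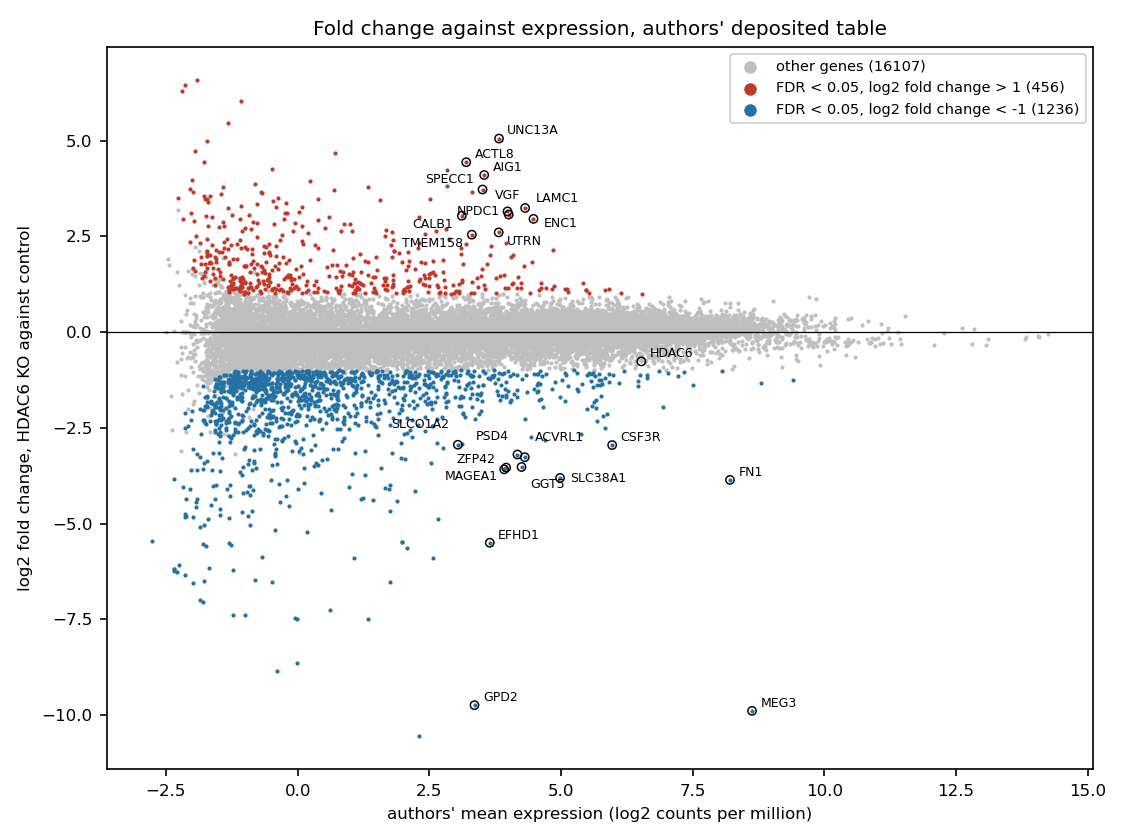
Log2 fold change of HDAC6-KO against control cells (vertical axis) plotted against the authors' mean expression in log2 CPM (horizontal axis), with a point per gene of the authors' table. Red marks the 456 genes that rose and blue the 1236 that fell at the study's thresholds, and circles mark HDAC6 (-0.76) and the named genes, with MEG3 apart at -9.89 and a logCPM of 8.63.

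The study followed the lysosomal proteins LAMP1, LAMP2 and RNase T2, the protease CTSH and the p53 relative TP73 in its HDAC6-KO leukemia lines, K562 among them. They were picked for reporting because of that study. It reported more LAMP1, LAMP2 and RNase T2 protein and more accessible chromatin at LAMP1 and RNase T2 in K562. RNase T2 transcripts rose by qPCR after HDAC6 inhibitors in other leukemia cells. The study's raw qPCR values also cover K562 treated with the inhibitor Ricolinostat. There RNase T2 came up at fewer cycles than with DMSO, which means more transcript, after a drug rather than a knockout. The study's TP73 blots followed treatment with Cytarabine or Clofarabine. Its CTSH blot, of another line, showed no significant rise, which the paper set in contrast to its proteomics of K562. The values below are of RNA in K562 and so differ in measure, line or treatment. LAMP1 rose by a log2 fold change of 0.61 (FDR = 2.29e-16), CTSH by 0.34 (FDR = 1.68e-12) and TP73 by 0.66 (FDR = 7.76e-09) in the authors' table. LAMP2 fell by 0.16 (FDR = 9.46e-06), whereas RNASET2, the gene of RNase T2, had a log2 fold change of 0.09 that did not pass (FDR = 0.274) in the authors' table. The wider lysosomal groups went both ways. Of 56 lysosomal hydrolases measured, 13 rose, 26 fell and 17 did not pass in the authors' table, with the same 13 and 26 adjusted over the list alone, and the median log2 fold change was -0.10. The ganglioside cofactor GM2A (-1.12), the phosphatase ACP5 (-1.13) and cathepsin S, CTSS (-0.80), were among those that fell, and GGH (0.50) and GALNS (0.54) among those that rose in the authors' table. Of 41 lysosomal membrane proteins 12 rose and 15 fell in the authors' table (the same counts adjusted over the list alone). IGF2R (0.58), ABCA2 (0.77) and NPC1 (0.54) were higher and LITAF (-0.92), TPCN1 (-0.73) and LAPTM5 (-0.78) lower in the authors' table. Of 19 subunits of the proton pump V-ATPase 7 rose and 3 fell in the authors' table, with ATP6V0A1 (0.81) leading. Neither hydrolases (adjusted p = 0.684), membrane proteins (adjusted p = 0.702) nor the V-ATPase (adjusted p = 0.625) were called as a list by preranked enrichment of the log2 fold changes in the authors' table. The hydrolases were called lower in 2 of the 7 alternative settings, by the signed normal score (adjusted p = 0.00449) and by the median among matched random lists (adjusted p = 0.0084), within a range of 0.00449 to 0.826.

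Preranked enrichment called 10 of the 42 fixed lists that had at least 5 measured members, 6 of them higher and 4 lower in HDAC6-KO cells. The broadest rise was in genes of the G2 and M phases of the cell cycle: 43 of 52 rose and 2 fell in the authors' table (44 and 2 adjusted over the list alone). The changes were small, around a median log2 fold change of 0.29 in the authors' table (adjusted p = 0.000197). Cyclin B1, CCNB1 (0.59), MKI67 (0.44), CDC20 (0.52) and CDCA8 (0.48) had the smallest FDRs in the authors' table, and no member reached a 2-fold change. Erythroid genes rose as a group (adjusted p = 0.0221), with 28 of 46 higher and 6 lower in the authors' table (the same counts adjusted over the list alone). The iron-inserting heme enzyme FECH (0.69), the transferrin receptor TFRC (0.57) and ANK1 (0.59) rose in the authors' table, while ALAS2, which catalyzes the initial step of erythroid heme synthesis, fell by 1.08. Megakaryocyte and platelet genes were called higher (adjusted p = 0.000197), with 12 of 25 rising and 5 falling in the authors' table (the same counts adjusted over the list alone). Thrombospondin, THBS1 (4.23), LTBP1 (1.09) and the integrin activator FERMT3 (2.31) rose, whereas the tetraspanin CD9 fell by 1.79 in the authors' table.

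MAPK immediate early and feedback genes were also called higher (adjusted p = 0.00541): 19 of 45 rose and 7 fell in the authors' table (the same counts adjusted over the list alone). PHLDA1 (1.66), EGR1 (0.70), SRF (0.48) and ETV5 (0.49) rose while the MAPK phosphatases DUSP10 (-0.83) and DUSP5 (-0.67) fell in the authors' table. Cytokines and chemokines were called higher (adjusted p = 0.00164), with 12 of 27 rising and 7 falling in the authors' table (the same counts adjusted over the list alone). Most were barely expressed, with a median logCPM of 0.09. Among genes with a logCPM of 1 or more the list kept 8 members and preranked enrichment did not call it (adjusted p = 0.705). The monocyte attractant CCL2 (2.15), CXCL3 (1.14) and CXCL8 (0.58) rose, and TNFSF10, the death ligand TRAIL, fell by 0.82 in the authors' table. For the regulated exocytosis machinery the test and the median differed in sign: the list was called higher (adjusted p = 0.000626), its mean log2 fold change in the authors' table was 0.24 and its median -0.03. In it 15 of 55 members rose and 19 fell in the authors' table (the same counts adjusted over the list alone), but 10 rose and 4 fell more than 2-fold. UNC13A (5.05), SYTL1 (1.88) and SYP (1.36) rose and RAB3B (-3.41) and UNC13D (-2.51) fell in the authors' table. The study had already reported MAPK signaling and exocytotic vesicle secretion as higher from this RNA-seq. The calls of the MAPK and exocytosis lists are therefore not independent findings.

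Replication-dependent histone genes fell together (adjusted p = 0.000197): 30 of 42 were lower and 4 higher in the authors' table (the same counts adjusted over the list alone), with a median log2 fold change of -0.77. H2AC11 (-1.20), H2BC8 (-1.26) and H4C5 (-1.63) fell, whereas H1-2 (0.43) and H2AC6 (0.30) rose in the authors' table. Of these histone genes 17, with 14 of the 30 that fell, lie inside the shifted runs described further on, and without the runs the list was still called (adjusted p = 0.000802, with 2.28e-06 to 0.00562 over the alternatives). Cytosolic ribosomal proteins were lower by a small and even amount (adjusted p = 0.0403), with 65 of 78 falling and 1 rising in the authors' table (67 and 1 adjusted over the list alone) around a median of -0.26. RPL31 (-0.91) and RPL37A (-0.87), which fell most clearly in the authors' table, lie inside the runs of lowered genes on chromosome 2 described further on. Both lists were fixed as signs of library and RNA quality, so a difference between the library sets is open for them. Neutrophil granule genes were called lower (adjusted p = 0.0403), with 7 of 11 falling and 0 rising in the authors' table (7 falling and 1 rising adjusted over the list alone). CSF3R (-2.95), CD24 (-1.24) and PADI4 (-7.25) were among those that fell in the authors' table. They encode a receptor, a surface protein and a nuclear enzyme, as the list also held neutrophil genes other than those of granules. Of its 35 genes 11 were measured, so the call does not speak to granule proteins alone. Cancer-testis antigens were called lower (adjusted p = 0.0147) although 8 rose and 11 fell of 28 in the authors' table (9 and 11 adjusted over the list alone). In it 9 falls and 2 rises exceeded 2-fold in the authors' table, with MAGEB2 (-1.40) and MAGEB1 (-2.30) falling like MAGEA1 and PASD1 (1.17) rising.

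Calls of the G2 and M phase list and of the histone list were kept in all 7 alternative settings, including a test by ranks (cameraPR) with a preset correlation between genes of 0.01 or 0.05. With the correlation of 0.01, 5 of the 10 calls held, and with 0.05 those 2 alone, while an estimated correlation needs values per library and was not used here. In at least 4 of the 7 settings the calls of cytokines and chemokines (adjusted p up to 0.705), megakaryocyte and platelet genes (up to 0.331), the exocytosis machinery (up to 0.828) and cancer-testis antigens (up to 0.570) ended. Calls of MAPK genes (up to 0.239, among genes with a logCPM of 1 or more) and neutrophil granule genes (up to 0.173) were kept in 4. Those of erythroid genes (up to 0.121) and cytosolic ribosomal proteins (up to 0.0704) were kept in 5.

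**Figure D2:**
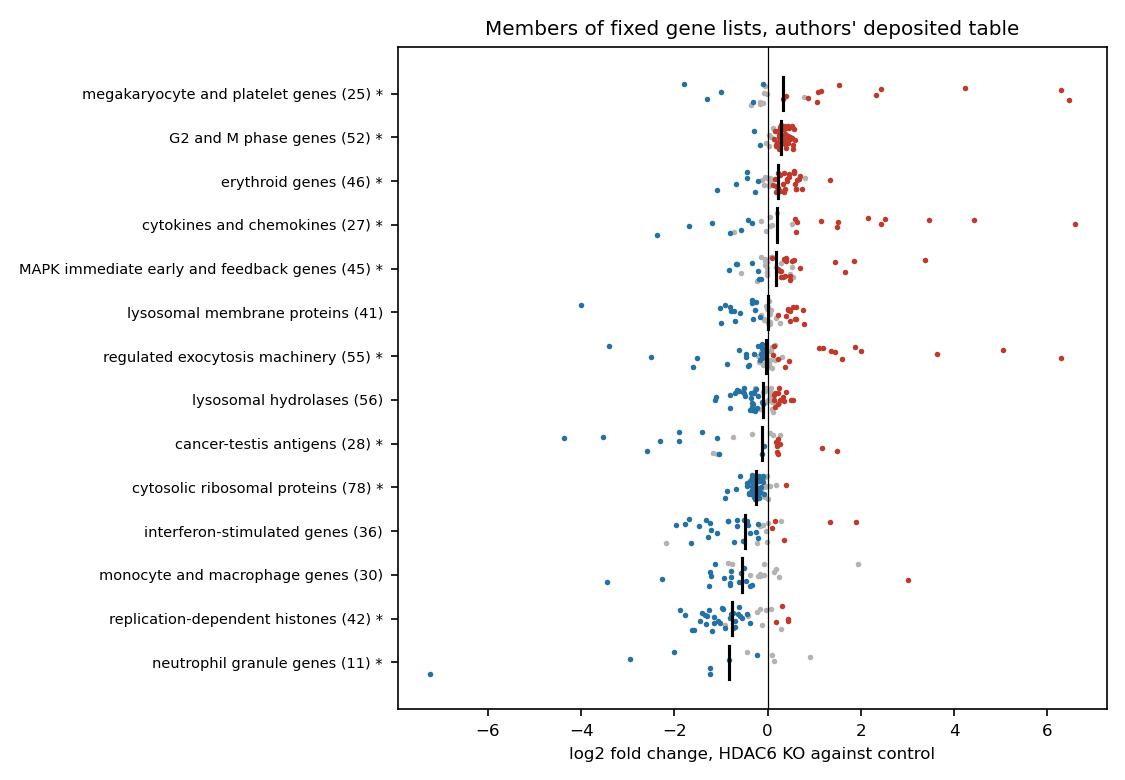
Log2 fold changes in HDAC6-KO against control cells (horizontal axis) of the members of 14 fixed gene lists in the authors' table, with the number of measured members in parentheses. Red and blue points passed FDR < 0.05 upward and downward, grey points did not, black bars are medians, and asterisks mark the 10 lists called by preranked enrichment.

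Of 36 interferon-stimulated genes 23 fell and 5 rose in the authors' table (the same counts adjusted over the list alone), with a median log2 fold change of -0.48. TRIM22 (-1.76), UBE2L6 (-1.09), SP110 (-1.96) and PARP14 (-0.65) fell while IFI16 (1.34) and IFITM1 (0.36) rose in the authors' table. The list missed the threshold by preranked enrichment (adjusted p = 0.0875), and passed it with cameraPR at a correlation of 0.01 (adjusted p = 0.00158) within a range of 2.28e-05 to 0.262 over the 7 alternatives, 4 of which called it lower. Monocyte and macrophage genes behaved alike, with 17 of 30 falling and 1 rising in the authors' table (the same counts adjusted over the list alone). The integrin ITGAM (-1.26), the Fc receptor FCGR1A (-2.27) and VSIR (-1.22) fell in the authors' table, and the list was not called by preranked enrichment (adjusted p = 0.344, with 0.000247 to 0.368 over the 7 alternatives, 4 of which called it lower). In MHC class I and antigen processing 11 of 19 members fell and 4 rose in the authors' table (adjusted p = 0.635). Among them were the proteasome subunits PSME1 (-0.63) and PSMB10 (-1.15), lower, and the chaperone CANX (0.36), higher in the authors' table. NK and T cell ligands fell in 13 and rose in 7 of 30 cases in the authors' table (adjusted p = 0.538). PVR (-1.07), CD80 (-1.37) and ICOSLG (-1.12) were lower and CD47 (0.40) and CD276 (0.40) higher in the authors' table. Both of these lists gave the same counts adjusted over the list alone. Of MHC class II only 2 genes were measured and neither passed in the authors' table, and NF-kB targets were divided, with 8 rising and 9 falling of 24 (adjusted p = 1).

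Lists tied to drug response and DNA repair showed small changes. Of 24 genes of non-homologous end joining 9 rose and 5 fell, of 43 of homologous recombination 18 and 8, and of 37 of mismatch and base excision repair 14 and 7 in the authors' table. No member of these lists changed 2-fold in the authors' table. XRCC5 (-0.38), PARP1 (-0.30), BARD1 (-0.66), PMS1 (-0.50) and EXO1 (-0.42), which fell, lie inside the lowered runs on chromosomes 1 and 2, and XRCC3 (0.64) inside the raised run on chromosome 14 in the authors' table. In the uptake and metabolism of nucleoside analogs 17 of 39 genes rose and 9 fell in the authors' table. The activating kinase DCK (-0.39) and the transporter SLC29A1 (-0.28) fell and the efflux pump ABCG2 (1.09) rose in the authors' table. Of the p53 family and its targets 10 rose and 11 fell of 26 in the authors' table, with CDKN1A, the cell cycle inhibitor p21, at 1.79 and TP53INP1 at -1.36. S phase genes rose in 20 and fell in 6 of 46 cases in the authors' table around a median of 0.07. In autophagosome and aggresome formation 18 of 63 genes rose and 15 fell in the authors' table, with WDFY3 (2.33) higher and ATG4B (-0.58) and OPTN (-1.72) lower. None of these lists was called by preranked enrichment, with adjusted p-values between 0.635 and 1, and adjusting over the list alone gave the same counts.

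Other hematopoietic and stress groups were not called by preranked enrichment either. Stem and progenitor genes rose in 10 and fell in 1 of 21 cases in the authors' table (adjusted p = 0.0643), with MYB (0.75), CD44 (1.29) and LMO2 (0.57) higher. This list was called higher in 5 of the 7 alternative settings (adjusted p from 0.00299 to 0.173). Of 8 globins measured 5 rose and 0 fell in the authors' table (adjusted p = 0.228), with HBA1 (1.05), HBG1 (0.38) and HBZ (0.46). HBA1, HBG1, the histones and the MAGEA genes have near-identical copies between which reads can be split or lost, so their values are uncertain. Of 23 heat shock genes 10 rose and 7 fell in the authors' table (11 and 7 adjusted over the list alone, adjusted p = 0.228). HSP90AA1 (0.92) and HSPA8 (0.87) rose while HSPA6 (-2.93) and CRYAB (-4.33) fell in the authors' table. HSP90AA1 lies in the raised run on chromosome 14 described further on. Markers of T and NK cells (5 rose, 7 fell of 19), B cells (0 and 7 of 14), mast cells, eosinophils and basophils (3 and 4 of 14), fibroblasts and mesenchyme (7 and 6 of 18) and epithelium (5 and 4 of 13) were not called in the authors' table. Their adjusted p-values were 0.542, 0.128, 0.324, 0.519 and 0.93, and adjusting over the list alone added 1 falling fibroblast gene. The median and the enrichment score differed in sign for the T and NK cell, autophagosome and aggresome, heat shock, deacetylase, nucleoside and p53 lists. Hypoxia and glycolysis genes (14 rose and 12 fell of 41), cholesterol synthesis (8 and 7 of 25), the integrated stress and unfolded protein response (12 and 18 of 37) and integrins (6 and 4 of 19) were not called in the authors' table either. Their adjusted p-values were 0.965, 1, 1 and 0.493, and SLC2A1 (0.78), BNIP3L (-0.75), MSMO1 (-0.65), ATF5 (-0.93) and ITGA3 (1.38) were among their members that changed in the authors' table. As a further sign of RNA quality, 11 of 15 mitochondrially encoded transcripts were lower and 2 higher in the authors' table (adjusted p = 0.635), with a median log2 fold change of -0.17. Housekeeping genes rose in 15 and fell in 8 of 26 cases around a median of 0.11 in the authors' table (adjusted p = 0.635). In the alternative settings, the globins (higher) and the mitochondrial transcripts (lower) were called in 2. Tubulins and housekeeping genes (higher) and B cell, MHC class I, NK and T cell ligand and stress response lists (lower) were called in 1 each. Scaling to the housekeeping median would lower every log2 fold change by 0.11, which leaves the sign of the median of each called list as it is. It turns the small positive medians of 12 lists negative, among them S phase, V-ATPase, tubulins, deacetylases, acetyltransferases, autophagosome and aggresome, heat shock, NF-kB, cholesterol synthesis and the 3 DNA repair lists.

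Plotted along the chromosomes, the log2 fold changes held runs of neighboring genes that were shifted together, a feature looked for only after the values had been seen. Running medians over 25 genes with a logCPM of 3 or more passed the limits set by 1000 shuffles of gene order (-0.28 and 0.32) in 7 runs, of which 5 were lower and 2 higher in HDAC6-KO cells. The longest covered chromosome 2 from 188291669 to 240824293, where 158 expressed genes had a median log2 fold change of -0.50 in the authors' table and 95.6% of them lay below the median of all genes. Another stretch of chromosome 2, from 96248514 to 108509415, had a median of -0.45 over 42 genes, and the end of chromosome 1, from 206470476 to 246668595, a median of -0.36 over 126 genes in the authors' table. On chromosome 14, from 99500190 to 103733668, 33 genes had a median of 0.64 in the authors' table. Shorter runs lay on chromosome 6 over a histone gene cluster (26055740 to 27123221, median -0.47), at the end of chromosome 9 (136721366 to 137219361, 0.31) and on chromosome 19 (21020634 to 27984984, -0.38) in the authors' table. FN1, EFHD1, HDAC4 and SP110 lie inside the long run on chromosome 2, DUSP10 inside that on chromosome 1, MEG3 inside that on chromosome 14, and NPDC1 and ABCA2 inside that on chromosome 9. The runs held 738 of the genes tested (4.15%) and 19 of the rising and 121 of the falling genes (9.79% of those that fell) in the authors' table, and without them 437 genes rose and 1115 fell.

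**Figure D3:**
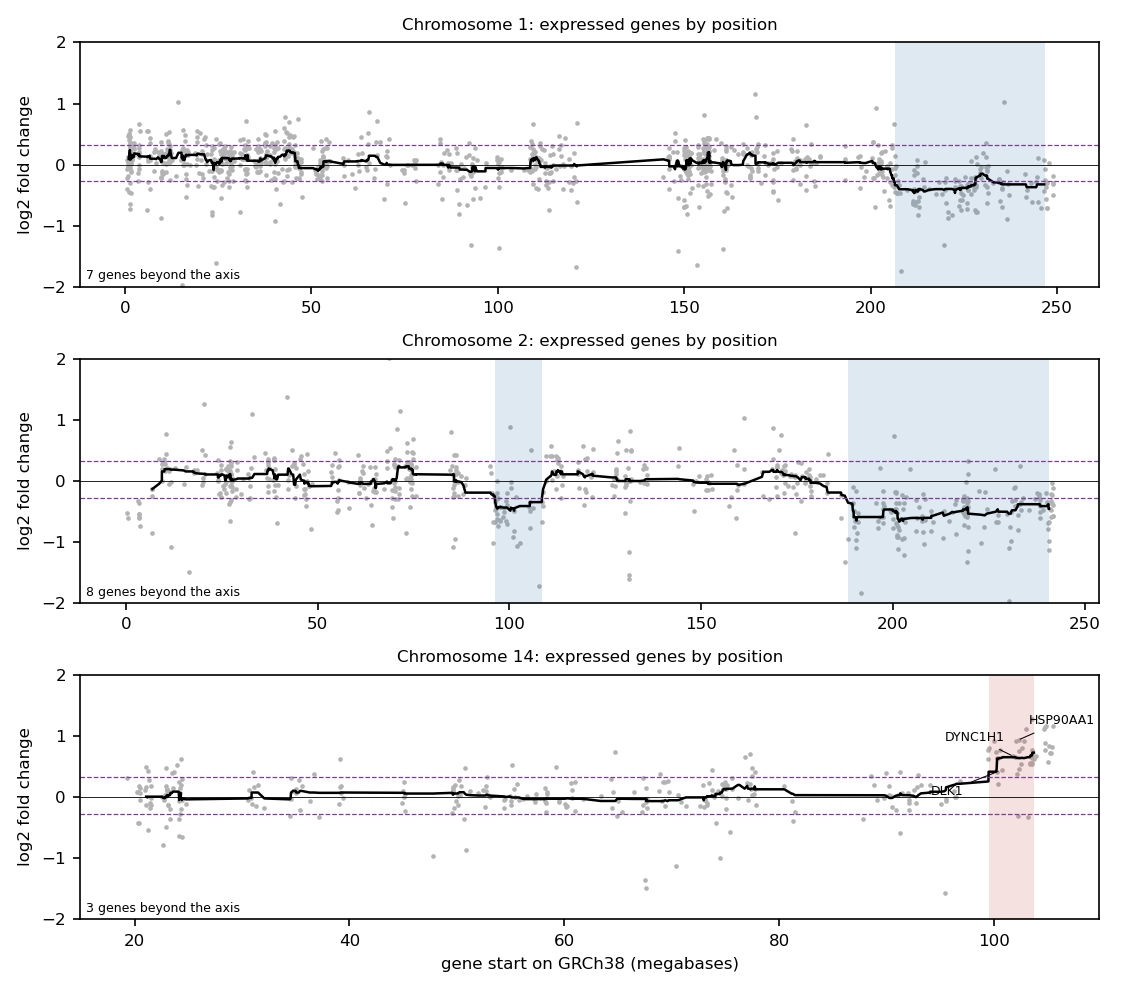
Log2 fold change in HDAC6-KO against control cells (vertical axis, shown from -2 to 2) of genes with a logCPM of 3 or more in the authors' table, by their start on chromosomes 1, 2 and 14 of GRCh38 in megabases (horizontal axis). Black lines are running medians over 25 genes, dashed lines the limits from shuffled gene order, and shaded spans the lowered (blue) and raised (red) runs.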

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

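Leaving out the genes of the shifted runs was chosen after the data were seen, and the other alternatives before. The count of changed genes was 1692 and moved to 9458 without the fold threshold, 529 with an absolute log2 fold change over 2, 590 with a logCPM of 1 or more and 836 with Bonferroni adjustment. The stricter settings pass fewer genes by construction, and 69.3% to 73.0% of the genes they called were lower, against 49.4% without the fold threshold. Counts of 1443 at FDR < 0.01, 1680 after centring on the median of all genes (1674 shared) and 1552 without the shifted runs stayed within 1.5 times the reported count. HDAC6 remained lower, at -0.75 after centring and -0.87 relative to the housekeeping median.

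The 10 lists called moved to 2 with cameraPR at a correlation of 0.05, to 6 among genes with FDR < 0.05 alone and to 17 by the median among matched random lists, of which 2, 6 and 8 were shared with the 10. It was 15 by the signed normal score (6 shared), 8 with cameraPR at 0.01 and 8 with a logCPM of 1 or more (5 shared each), and 11 without the shifted runs (10 shared). The causes of these changes were not tested. Leaving out each replicate, another count model with a filter on low counts, other splits of the libraries and an estimated correlation need values per library and were not run. The depth of each library is unknown, so what it limits was not measured.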

Other observations

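The families grouped by symbol were chosen after the data were seen, as were the tests of gene order, of DNA copies in the runs and at the MEG3 locus, of the S phase list and of sequence bias in the 3 short runs. Of 87 families with at least 15 measured members, preranked enrichment called 2, both lower. Collagen genes (COL) had a median log2 fold change of -0.72 over 24 members in the authors' table, with 15 falling and 1 rising (adjusted p = 0.00679). COL15A1 (-0.71), COL14A1 (-3.98) and COL21A1 (-3.34) were among those that fell in the authors' table. Olfactory receptor genes (OR) had a median of -0.53 over 35 members in the authors' table, with 13 falling and 1 rising (adjusted p = 0.026). OR51B5 (-1.80), OR51B4 (-1.92) and OR51B2 (-3.70), which lie near the beta-globin cluster, fell in the authors' table. With cameraPR both families were called at a correlation of 0.01 (adjusted p = 0.000538 each) and not at 0.05 (0.0692 each). No random lists matched on expression were drawn for these families or those below. Over all genes the median log2 fold change was -0.27 at a logCPM below 0 and -0.16 at 0 to 3. It was 0.04 at 3 to 6 and 0.08 at 6 or more. Part of a family's shift may therefore follow its level of expression, which was not tested.

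Mitochondrial ribosomal proteins of the large subunit (MRPL) went the other way from cytosolic ones, with 37 of 48 rising and 5 falling in the authors' table and a median of 0.23. RNA polymerase subunits (POLR) rose in 24 and fell in 0 of 34 cases in the authors' table, with a median of 0.21. Preranked enrichment did not call them (adjusted p = 0.137 and 0.133), cameraPR did at a correlation of 0.01 (0.000913 and 0.00218), and not at 0.05 (0.118 each). Near-complete losses outside the rule for named genes, chosen after their values were seen, were PTGR1 (-10.55), ACSS1 (-8.64), KLF8 (-6.51) and the overlapping pair ELFN1 (-7.50) and ELFN1-AS1 (-7.49) in the authors' table.

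The 7 runs of shifted neighbors were weighed against chance order, sequence bias and DNA copies. For the 4 long runs 0 of 1000 shuffles of gene order gave a running median as far out as the most extreme one of the run. Of the 3 short runs, that on chromosome 6 also had 0, that on chromosome 19 had 1 and that on chromosome 9 had 11. This argues against chance order for the long runs and the run on chromosome 6. For those on chromosomes 9 and 19 chance stays open. The median absolute shift over all runs was 0.45 before and 0.42 after adjustment for GC content, transcript length and expression (93.2%, a ratio of medians). The long runs went from -0.36 to -0.35 (chromosome 1), -0.45 to -0.48 and -0.50 to -0.50 (chromosome 2), and 0.64 to 0.64 (chromosome 14). This argues against such a bias as the whole cause of the long runs. Over the short runs the ratio was 78.3%. They went from -0.47 to -0.42 on chromosome 6, 0.31 to 0.21 on chromosome 9 and -0.38 to -0.30 on chromosome 19. Such a bias stays open for them. A copy number difference between the knockout clone and the control cells may underlie the long runs, since 77.7% of 130 genes with a logCPM of 0 to 3, not used to call the runs, lay on the run's side, against at most 67.7% in 1000 random placements of such blocks, although a regional change of regulation was not tested and no DNA was measured. For the short runs copy number stays open: 83.9% of 31 such genes lay on the run's side, against at most 80.6% in the random placements. On chromosome 9 the share was 40% of 5. In the histone cluster on chromosome 6 the 4 genes of the highest expression tertile had a median of 0.08. The 11 genes of the lowest tertile there had a median of -0.60.

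Lower replication-dependent histone transcripts, of which 17 of 42 lie inside the shifted runs and so share that pattern, were weighed against capture, cell cycle and sequence bias. The S phase list had a median of 0.0728 in the authors' table (-0.03 relative to housekeeping genes), with 20 members rising and 6 falling. The sign of so small a median turns with the scaling, so it cannot decide whether fewer cells were in S phase. In its own cell cycle assay the study reported minimal changes between phases in HDAC6-KO cells. Adjustment for GC content, transcript length and expression kept 98.1% of the histone median. A difference in capture of RNA without poly(A) tails between the library sets may still be the source: other such genes lay at percentile 80.7 of matched random lists, not low, but at a median logCPM of -0.90 they are too near the floor to exclude it. Loss of HDAC6 itself stays open as untested, because clone, library batch and genotype cannot be told apart.

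MEG3 fell together with the neighboring lncRNAs MEG8 (-5.48) and MEG9 (-4.54), while DLK1 rose by 0.44 in the authors' table, genes chosen after their values were seen. A net loss of DNA copies that reached the genes around the locus is unlikely, since the 40 nearest expressed genes had a median of 0.56 in the authors' table. They lie from 94081301 to 103714249 and overlap the raised run on chromosome 14, so this median partly restates that run. Summed expression does not tell maternal from paternal copies. A loss from either parent offset by a gain from the other would pass unseen and stays open. A general change of imprinted genes is also argued against, as 29 imprinted genes outside chromosome 14 lay at percentile 39.7 of matched lists in absolute log2 fold change. A smaller deletion at the locus, a change of imprinting at this locus alone and loss of HDAC6 stay open as untested.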
